A study of Homo sapiens with 24 samples.

How the data were processed

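Gene expression was measured by RNA sequencing in MDA-MB-436, an established human triple-negative breast cancer cell line. The samples were parental cells and R20A, R20B and R20C, 3 lines made resistant to paclitaxel, a microtubule-stabilising drug. Per the labels, resistance was reached by raising the dose over more than 6 months, and the resistant lines stayed in 20 nM paclitaxel while parental cells received DMSO diluted 1 in 1000. Each line was sampled at day 0 in DMSO and at day 4 after 96 h in 3 uM UNC1999, an inhibitor of the histone methyltransferases EZH2 and EZH1. No sample was kept to day 4 without UNC1999, so a day 4 against day 0 difference holds the effect of UNC1999 and of 4 days in culture together.

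Per the labels' protocols, libraries were made from 200 ng of total RNA after depletion of ribosomal RNA, with a strand-specific kit, in a set of 42 samples, and read from both ends over 75 bases with a target of about 40 M reads per sample. The deposited table gives FPKM per gene, that is fragments scaled to gene length and to the mapped fragments of the library, computed by the authors with Cufflinks, per the column headers. It lists 57812 Ensembl gene identifiers with their symbols. The aligner, the Cufflinks version, the genome build, the annotation release and any filter are not stated, so no coordinates are given. FPKM carries no counts. The depth of each library is therefore unknown, and no counting interval or detection limit was computed. An FPKM of exactly 0 can be a failed estimate: 65 genes with a median of at least 5 over the libraries were listed at 0 in at least 1 library. Such genes are described below as listed at 0.

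Samples were grouped by the line and day in their titles. A separate sensitivity tag in the labels put 10 of the 24 samples in the other class of line than their title did. That tag runs through the samples in a repeating order whatever their title, and it describes some samples as parental cells given paclitaxel, a treatment no title names. The titles were followed because the replicate tag, by which columns were assigned, gives each group of titles its own numbers. The table has 25 columns of values. Of these, 23 could be assigned to a group and 2 matched no sample label and were not used. Columns are named in 4 ways (by line and day, and by numbers from 46 to 59, 60 to 68 and 84 to 87), called column series here. The numbers are tied to groups through the labels' replicate tag, which lists a pair of numbers per sample, so a column could be tied to a group and, as most numbers recur over samples, not in general to a single sample. Replicate numbers used here name columns and pair nothing. The test design had assumed 24 libraries. R20B at day 0 had 2 columns and each of the other 7 groups had 3. Whether a column named by line and day combines several sequencing runs is not stated. If it does, the libraries of a group are not independent, and each SD, SE, p-value and number of libraries given for all 23 columns overstates the replication. Such a column would often lie between the others of its group. It did so for 63.2% of genes in R20C at day 0, 51.2% in R20C at day 4 and 45% in R20B at day 4, against at most 17.5%, 34.9% and 31.6% for another column of the group. In the other 4 groups with such a column, another column lay between more often, and in R20A at day 0 the column named by line and day did so for 10.1%. This was left open, and a fit of the 16 columns named by number alone was made beside the others.

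FPKM was transformed to log2(FPKM + 1). A fold change is given on that scale, which understates the change of genes with low FPKM. Genes with an FPKM of at least 1 in at least 3 libraries were tested, 8872 in all. One linear model with a mean per group was fitted to all 23 libraries with limma 3.58.1 in R 4.3.3, with moderated variances that follow an intensity trend, and p-values were adjusted by the Benjamini-Hochberg method within each contrast. A gene was called at an adjusted p under 0.05. The spread in this fit is that between libraries of a group, so its p-values do not measure spread between resistant lines. Adjusted p-values below come from this limma fit unless another test is named, and all tests are two-sided. The contrasts were the mean of the 3 resistant lines against parental cells at day 0, each line against parental cells at day 0, day 4 against day 0 in parental cells, in the mean of the resistant lines and in each line, and the difference between the resistant and the parental day 4 response. A total of 5 gene lists were tested over 4 of these contrasts with camera and a preset inter-gene correlation of 0.01, adjusted over the 20 tests. Single genes outside the fit were compared with exact permutation tests.

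Genes were named by a rule set beforehand, as were the contrasts and the lists. For resistant against parental cells and for UNC1999 in resistant cells, the rule took up to 5 genes with the largest rise and 5 with the largest fall among called genes with a mean FPKM of at least 5 in the higher group and the same sign in each line. For UNC1999 in parental cells and for the difference of the responses it took up to 3 each way, by the mean FPKM of the highest group and with no condition on lines. It also named EZH2, EZH1, DNMT1, DNMT3A, DNMT3B, MAT2A, ABCB1 and TUBB3, and up to 3 members with the smallest adjusted p of each list that passed, not all of which are given. Genes named outside the rule are stated as such.

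The alternatives chosen before the data were examined were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, quantile normalization, median-of-ratios scaling, variances without a trend, a fit of only the groups compared, leaving out each library in turn, camera with an estimated correlation, and fry. Alternatives chosen after seeing the data were a term for the column series, removal of a smooth trend in GC content and gene length from each library, both together, protein-coding genes only, leaving out genes listed at 0, and the columns named by number alone. GC content, length, gene type and gene order came from GENCODE 29, matched by Ensembl identifier without version. Of the tested genes, 94.7% had a match. This annotation was not necessarily the authors'.

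The code was tested on 10 simulated data sets of 8872 genes with shuffled residuals of the real libraries. Of 200 genes changed by 1 log2 unit, 70.5% were recovered for resistant against parental cells with a mean of 5.6 false calls, and 84.2% for UNC1999 in resistant cells with a mean of 2.2 false calls. A list of 30 randomly drawn genes shifted by 0.5 reached an unadjusted camera p under 0.05 in 10 of 10 data sets. For a contrast with no planted shift it did so in 0 of 10. Genes drawn at random need not vary together as members of a real list may. This therefore does not give the rate of false passes for the lists tested here. A planted run of 15 neighbouring genes among 5131 was the largest window in 10 of 10. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.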

Results

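RNA abundance was measured in 23 libraries: parental MDA-MB-436 cells and 3 paclitaxel-resistant lines derived from them, at day 0 and after 4 days of UNC1999. There were 3 libraries per group, except R20B at day 0 with 2. The sum of FPKM ranged from 347723 to 797391 over the libraries, with a median of 470200, and between 6396 and 7529 genes reached an FPKM of 1. The 10 genes with the highest FPKM took from 28.5% to 59.98% of a library's sum. Much of this came from the short RNAs RN7SK, at 15481 to 135646 FPKM, and RN7SL1, at 6398 to 107248 FPKM. Sequencing depth is unknown from FPKM.

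Libraries of one group were no more alike than libraries of the same class of line from different groups. Spearman's correlation over the 8872 tested genes, which are not independent replicates, had a median of 0.867 over 22 pairs within a group and of 0.877 over 129 pairs within a class of line (parental or resistant) but from different groups. It was 0.822 over 102 pairs of a parental and a resistant library. The first principal component held 23.2% of the variance and divided libraries of the same group. It followed each library's slope of expression on gene GC content, which ran from -0.39 to 0.34 log2 units per 10 percentage points of GC (Pearson's r = -0.943 and Spearman's rho = -0.917 over 23 libraries, permutation p = 1e-05 for each, the smallest these permutations can give; r = -0.924 without the 2 libraries with the most extreme slopes; this was the only such relation tested across libraries). The second component held 14.6% and placed all 6 parental libraries at 9.2 or higher, while 16 of the 17 resistant libraries lay at 0.845 or lower. The exception was R20A day 4 replicate 1, at 13.9, the library with the highest FPKM sum.

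**Figure D1:**
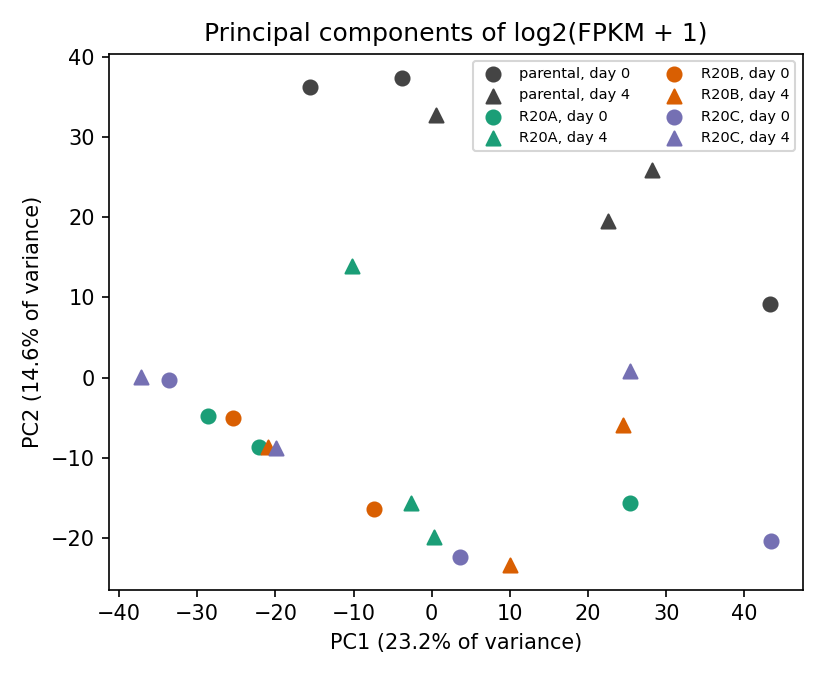
First and second principal components of log2(FPKM + 1) over 8872 genes, 1 point per library, coloured by line, with circles for day 0 and triangles for day 4. Parental libraries lie at 9.2 or higher on the second component, with R20A day 4 replicate 1 among them at 13.9, and libraries of every line are spread along the first.

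The first comparison asked how paclitaxel-resistant cells differ from sensitive parental cells before UNC1999. Resistant lines were kept in 20 nM paclitaxel and parental cells were not. A difference at day 0 therefore holds resistance and the presence of paclitaxel together. At day 0, 1388 genes differed between the mean of the 3 resistant lines and parental cells, 822 higher and 566 lower in resistant cells. Of these, 125 were at least 2-fold higher and 105 at least 2-fold lower on the log2(FPKM + 1) scale. The alternative that moved this count furthest in number of genes was removal of the GC and length trend with a term for the column series, which gave 1761 higher and 1642 lower. Without parental day 0 replicate 1, 537 genes were higher and 562 lower. In the columns named by number alone, 383 were higher and 382 lower, and 668 of the 1388 were called again in the same direction. Among the called genes, 1380 had the same sign within the column series 46 to 59 alone, 1386 within 60 to 68 and 1373 within the series named by line and day. The series 84 to 87 held no parental library. The genes were called on these same libraries, so agreement of sign within a series is not an independent test. With the column series as a term, all 1388 were called again in the same direction.

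Each line on its own also differed from parental cells. R20A gave 377 higher and 311 lower genes, R20B 397 and 271, and R20C 470 and 343. Without R20A day 0 replicate 3, R20A gave 337 genes, and without R20C day 0 replicate 1, R20C gave 376. A gene was called in all 3 lines in 280 cases upward and 212 downward, and 0 genes were called in opposite directions in a pair of lines. The 3 comparisons share the parental libraries, and whether the 3 lines arose independently was not tested. With unchanged groups simulated on the same libraries, at most 0 genes were called in all 3 lines over 100 simulations. The correlation of fold changes across genes was 0.789 for R20A and R20B, 0.791 for R20A and R20C and 0.738 for R20B and R20C. Simulated medians were 0.459, 0.483 and 0.439, and the highest simulated values were 0.822, 0.857 and 0.79, so these correlations were not beyond what shared controls gave. The counts per line rest on the spread estimated over all 8 groups: fits of only the groups compared called 48 genes in R20A, 27 in R20B and 25 in R20C.

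Of 491 genes that met the naming rule, the largest rises included 3 short RNAs. VTRNA1-3 (ENSG00000202515.1) was listed at 0, 345.5 and 0 FPKM in the parental libraries and from 114.8 to 2009 in the 8 resistant libraries (log2 fold change 5.79, SE 1.79, adjusted p = 0.0345). MIR3661 (ENSG00000266751.1) was at 43.4, 0 and 0 in parental and from 0 to 351.7 in resistant libraries (4.48, SE 1.43, adjusted p = 0.04). In the parental day 4 libraries MIR3661 was at 73.3, 199.8 and 224.6 FPKM, within the range of the resistant day 0 libraries. VTRNA1-3 was at 605.3, 0 and 299.8 FPKM there. VTRNA1-3 was higher in 5 of 8 and MIR3661 in 6 of 8 resistant libraries than in any parental day 0 library, and they lost their calls in 6 and 7 of the 23 fits that left out 1 library, with no filter and in fits of only the groups compared. VTRNA1-3 also lost it in the columns named by number alone (log2 fold change 4.54) and with the GC and length trend removed and a column series term (5.35). RNU1-85P (ENSG00000200997.1), an snRNA, rose by 3.12 (SE 0.46, adjusted p = 0.000189) and was higher in 8 of 8 resistant libraries than in any parental library. These RNAs are 89, 96 and 164 bases long, and the FPKM of such short genes is uncertain. AC104698.1 (ENSG00000256261.1) rose from 0.125 ± 0.0742 (SD, n = 3) to 7.57 ± 2.89 FPKM (SD, n = 8; log2 fold change 2.87, SE 0.37, limma adjusted p = 5.63e-05). The chemokine gene CXCL1 (ENSG00000163739.4) rose from 4.65 ± 3.08 (SD, n = 3) to 34.9 ± 11.2 FPKM (SD, n = 8; log2 fold change 2.81, SE 0.35, limma adjusted p = 3.59e-05). Both were higher in 8 of 8 resistant libraries than in any parental day 0 library.

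Among the largest falls, SNORD116-23 (ENSG00000207375.1), a snoRNA, was at 133.0, 203.9 and 87.9 FPKM in parental day 0 libraries and listed at 0 in 6 of the 8 resistant ones (log2 fold change -5.65, SE 1.69, adjusted p = 0.0284). It was also listed at 0 in all 3 parental day 4 libraries, and lost its call in 4 of the 23 fits that left out 1 library, in the columns named by number alone and with no filter. AC112205.1 (ENSG00000268800.1) was at 26.5, 75.3 and 42.3 FPKM in parental libraries and at 0.011 or less in each resistant day 0 library. Its fitted difference of -5.49 (SE 0.19, adjusted p = 3.29e-12) is set by the pseudocount. BTG1 (ENSG00000133639.3) fell from 10.7 ± 4.57 (SD, n = 3) to 0.371 ± 0.174 FPKM (SD, n = 8; log2 fold change -3.04, SE 0.19, limma adjusted p = 5.76e-09). S100A8 (ENSG00000143546.5) fell from 14.4 ± 5.51 to 1.13 ± 0.944 FPKM (log2 fold change -2.93, SE 0.25, adjusted p = 4.87e-07) and S100A9 (ENSG00000163220.10) from 13.7 ± 4.45 to 1.25 ± 0.688 FPKM (log2 fold change -2.75, SE 0.21, adjusted p = 1.39e-07), with the same numbers of libraries. BTG1, S100A8 and S100A9 were lower in 8 of 8 resistant day 0 libraries than in any parental day 0 library.

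**Figure D2:**
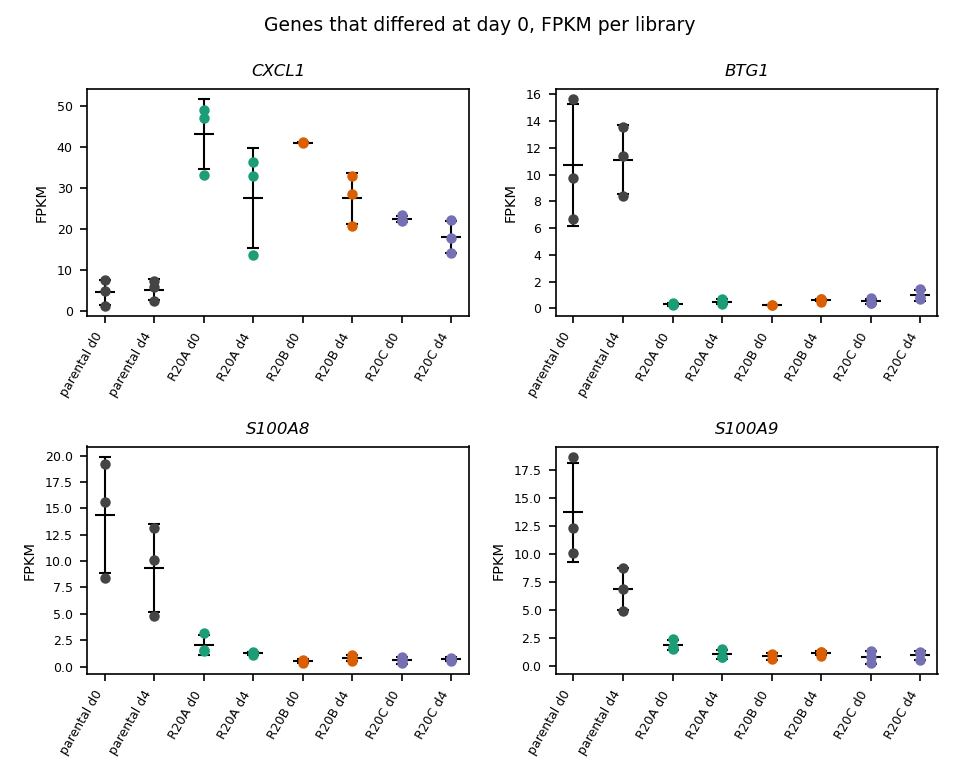
FPKM of CXCL1, BTG1, S100A8 and S100A9 in each of the 8 groups, 1 point per library, with the group mean and SD as bars; the vertical axes are linear and differ between panels. At day 0, CXCL1 is higher and the other genes are lower in every resistant library than in any parental library.

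The 8 genes fixed in advance were compared at day 0 by exact permutation of the 11 libraries, with 165 splits and a smallest possible p of 0.00606. None differed after adjustment over the 8. The permutation treated libraries as independent, though the 8 resistant ones came from 3 lines, so its p does not measure spread between lines. EZH2, which encodes the main target of UNC1999, was at 0.465 ± 0.085 FPKM in parental (SD, n = 3) and 0.856 ± 0.243 in resistant cells (SD, n = 8), higher in 8 of 8 resistant libraries (exact p = 0.0121, adjusted p = 0.097). In the limma fit its log2 fold change was 0.32 (SE 0.11, adjusted p = 0.0609), and it was called with a pseudocount of 0.1 (log2 fold change 0.72), with a term for the column series (0.31), with the GC and length trend removed (0.30), with both (0.30), among protein-coding genes only (0.32) and without R20C day 0 replicate 2 (0.36). MAT2A, a methionine adenosyltransferase gene, was at 29.5 ± 6.65 and 20.8 ± 7.73 FPKM (exact p = 0.115, adjusted p = 0.184; limma log2 fold change -0.54, SE 0.295, adjusted p = 0.248). MAT2A was lower in 6 of 8 resistant libraries than in any parental library, and was called with a term for the column series, without (-0.61) and with (-0.66) removal of the GC and length trend. The others were below the filter. In parental and resistant cells, FPKM was 0.243 and 0.236 for EZH1 (exact p = 0.909), 0.234 and 0.328 for DNMT1 (exact p = 0.0545), 0.115 and 0.161 for DNMT3A (exact p = 0.0485), 0.245 and 0.263 for DNMT3B (exact p = 0.545) and 0.269 and 0.0292 for TUBB3 (exact p = 0.0909). ABCB1, the drug efflux transporter gene, did not exceed 0.0199 FPKM in any library (exact p = 0.491). Adjusted over the 8 tests, the p of these 6 genes was 0.145 or higher.

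The second comparison asked what changed by day 4 of UNC1999. In parental cells, 2 genes were called, with 182 at an unadjusted p under 0.05 where chance would give about 444. Neither reached the mean FPKM of 5 in the rule, and both were named after their values were seen. CCND2 (ENSG00000118971.3) rose from 0.906 ± 0.489 to 3.18 ± 0.767 FPKM (SD, n = 3 each; log2 fold change 1.15, SE 0.16, limma adjusted p = 0.00886). TCEAL2 (ENSG00000184905.4) rose from 1.16 ± 0.22 to 3.53 ± 0.276 FPKM (SD, n = 3 each; log2 fold change 1.07, SE 0.14, limma adjusted p = 0.00693). Each was higher in 3 of 3 day 4 libraries than in any day 0 library. Both also rose in R20A, R20B and R20C, TCEAL2 by 1.04, 1.08 and 0.91 and CCND2 by 0.33, 0.57 and 0.50. Of the 9 resistant day 4 libraries, 9 were above every resistant day 0 library for TCEAL2 and 5 for CCND2. The rise of these genes was thus not limited to parental cells. Neither was called when only the 6 parental libraries were fitted. TCEAL2 was not called with the GC and length trend removed (log2 fold change 1.05), with a column series term added to that (1.05), or in the columns named by number alone (0.96). Without parental day 4 replicate 1 or parental day 0 replicate 3, neither was called, and without parental day 0 replicate 2, CCND2 was not (1.05).

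In resistant cells, 44 genes were called, 21 higher and 23 lower after UNC1999, with 880 at an unadjusted p under 0.05. Testing with no filter moved this furthest in number of genes, to 328 higher and 146 lower. With the column series as a term, 68 were higher and 54 lower, and 43 of the 44 were called again in the same direction. In the columns named by number alone, 11 were higher and 7 lower, and 14 of the 44 were called again in the same direction. Leaving out 1 library also moved it downward: without R20B day 0 replicate 1, 11 and 5 genes were called, and without replicate 2 of that group, 9 and 8. All 44 had the same sign within each of the 4 column series. The genes were called on these same libraries, so this agreement is not an independent test. The series 60 to 68 and 84 to 87 each held only 1 line with both days. Within single lines, 3 genes were called in R20A, 2 in R20B and 5 in R20C, with 175, 245 and 340 at an unadjusted p under 0.05. The responses of parental and resistant cells correlated at 0.137 across genes, where simulations of unchanged groups ranged from -0.552 to 0.545.

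The naming rule was met by 8 genes. GREM1 (ENSG00000166923.6) rose from 5.46 ± 2.54 (SD, n = 8) to 24.3 ± 11.7 FPKM (SD, n = 9; log2 fold change 1.78, SE 0.35, limma adjusted p = 0.0241). BEX1 (ENSG00000133169.5) rose from 11.1 ± 1.97 to 19.8 ± 2.92 FPKM (0.78, SE 0.13, adjusted p = 0.00898). NEU1 (ENSG00000204386.6) rose from 7.37 ± 1.09 to 12.9 ± 2.66 FPKM (0.72, SE 0.14, adjusted p = 0.0218) and ARMCX2 (ENSG00000184867.9) from 9.45 ± 2.67 to 13.01 ± 3.06 FPKM (0.42, SE 0.083, adjusted p = 0.025). PHLDA1 (ENSG00000139289.9) fell from 18.8 ± 2.49 to 9.0 ± 1.95 FPKM (log2 fold change -1.02, SE 0.17, adjusted p = 0.00739). MYC (ENSG00000136997.10) fell from 9.55 ± 1.35 to 5.52 ± 0.709 FPKM (-0.69, SE 0.09, adjusted p = 0.000813), PLK2 (ENSG00000145632.10) from 13.8 ± 0.541 to 9.06 ± 1.45 FPKM (-0.57, SE 0.098, adjusted p = 0.00898), and NAP1L4P3 (ENSG00000234145.1), a processed pseudogene that may share reads with its parent gene, from 5.65 ± 0.781 to 3.81 ± 0.413 FPKM (-0.47, SE 0.094, adjusted p = 0.0293). The numbers of libraries were 8 and 9 throughout. Of the 9 day 4 libraries, 7 were above every resistant day 0 library for GREM1, 9 for BEX1, 9 for NEU1 and 4 for ARMCX2, and all 9 were below every one for PHLDA1, MYC, PLK2 and NAP1L4P3. NEU1 lost its call in 5, BEX1 and PLK2 in 2, GREM1 in 9, ARMCX2 in 11 and NAP1L4P3 in 12 of the 23 fits that left out 1 library. In the columns named by number alone, BEX1, NEU1, ARMCX2, PLK2 and NAP1L4P3 were not called. ARMCX2 and NAP1L4P3 were also not called with a mean FPKM of at least 5, ARMCX2 with a pseudocount of 0.1 (log2 fold change 0.46) or with the GC and length trend removed and a column series term (0.41), and NAP1L4P3 after quantile normalization (-0.44) or median-of-ratios scaling (-0.43).

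**Figure D3:**
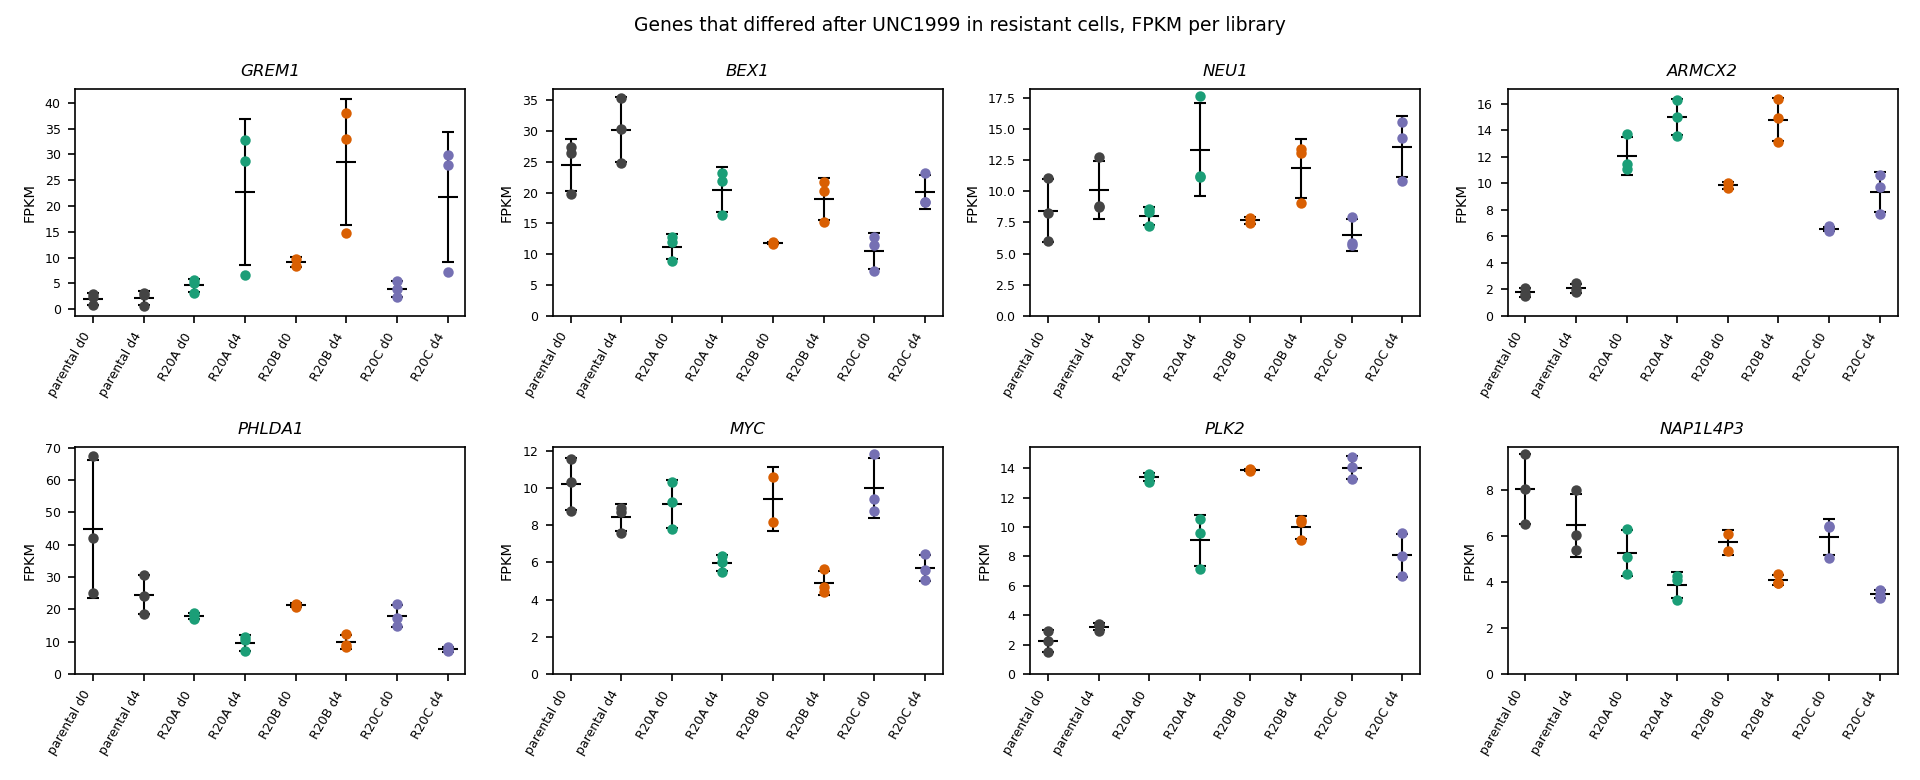
FPKM of the 8 genes called after UNC1999 in resistant cells that met the naming rule, in each of the 8 groups, 1 point per library, with the group mean and SD as bars; the vertical axes are linear and differ between panels. In each resistant line the day 4 mean is above day 0 for the upper row and below it for the lower row.

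The third comparison asked whether resistant cells responded differently from parental cells. The difference of the responses was called for 0 genes, with 164 at an unadjusted p under 0.05. It was called for 18 genes with no filter, 7 with the GC and length trend removed and a column series term, and 2 in the columns named by number alone. The larger number of calls in resistant than in parental cells is not by itself a different response; the resistant contrast also rests on 17 libraries and the parental one on 6.

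Of the gene lists, 25 of 56 interferon-stimulated genes were above the filter. They were lower in resistant cells at day 0 (median log2 fold change -0.26, 8 of 25 members higher, camera adjusted p = 0.00225). In this list 9 genes were called over all genes tested, 1 of them higher, and 11 adjusted over the list alone, 1 of them higher. IFI44 (log2 fold change -1.72, adjusted p = 8.18e-06), PARP14 (-0.95, adjusted p = 0.000279) and IRF9 (-0.71, adjusted p = 5.93e-05) had the smallest adjusted p, and each was lower in 8 of 8 resistant libraries than in any parental library. After UNC1999 in resistant cells the same list was higher (median 0.07, 15 of 25 members higher, camera adjusted p = 0.00232), with 0 members called over all genes tested, 880 of all genes being at an unadjusted p under 0.05, and 2 adjusted over the list alone. IFIT1 (0.53, adjusted p = 0.142), IFIT2 (0.68, adjusted p = 0.154) and IFIT3 (0.45, adjusted p = 0.328) had the smallest adjusted p. In 7 of the 9 day 4 libraries each of these was above every resistant day 0 library. IFIT1 was called with a column series term (0.59) and without R20A day 4 replicate 1 (0.62), and IFIT2 without R20C day 4 replicate 3 (0.79). With the GC and length trend removed, IFIT1 (0.54, adjusted p = 0.0446) and IFIT2 (0.69, adjusted p = 0.0362) were called, and with a column series term added to that, all 3 were (0.64, 0.79 and 0.57). The difference of the response did not pass (camera adjusted p = 0.0631), but passed in 8 of the 23 fits that left out 1 library, with 0.00281 without parental day 4 replicate 2 and 0.676 without parental day 4 replicate 1. The first 2 results use the same resistant day 0 libraries with opposite sign.

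HOX genes, of which 8 of 39 were above the filter, were higher after UNC1999 in resistant cells (median 0.21, 7 of 8 higher, camera adjusted p = 0.00214), with 1 gene called over all genes tested and 3 adjusted over the list alone. HOXD8 rose by 0.36 (adjusted p = 0.0356) and HOXA5 by 0.40 (adjusted p = 0.0825). Of the 9 day 4 libraries, 9 and 5 were above every resistant day 0 library. HOXD8 lost its call in 11 of the 23 fits that left out 1 library, after quantile normalization (0.37) and in the columns named by number alone (0.40). HOXA5 was called after median-of-ratios scaling (0.42), with a column series term (0.48), with the GC and length trend removed (0.42), with both (0.46), and without R20A day 4 replicate 1 (0.46) or R20C day 4 replicate 3 (0.44). In parental cells the list was also higher (median 0.15, 7 of 8 higher, camera adjusted p = 0.0199), with 0 members called over all genes or adjusted over the list alone and 182 of all genes at an unadjusted p under 0.05; HOXB9 rose by 0.71 and HOXA5 by 0.25, each with an adjusted p of 1 and higher in 3 of 3 day 4 libraries than in any day 0 library. This list did not pass without parental day 0 replicate 1 (0.0979), 2 (0.078) or 3 (0.148), or without parental day 4 replicate 2 (0.0906). The difference between the responses did not pass (camera adjusted p = 0.487). Drug efflux and microtubule genes, 9 of 24 above the filter, were higher in resistant cells at day 0 (median 0.64, 9 of 9 higher, camera adjusted p = 0.0152), with 1 gene called over all genes tested and 1 adjusted over the list alone. This was TUBA4A, from 0.151 to 1.26 FPKM (0.94, adjusted p = 0.0031), higher in 8 of 8 resistant libraries than in any parental library. STMN1 (0.64, adjusted p = 0.0711) and TUBA1B (0.93, adjusted p = 0.0874) followed, and tubulin genes can share reads with close paralogs. STMN1 and TUBA1B were called with the GC and length trend removed (0.57, adjusted p = 0.046, and 0.86, adjusted p = 0.0343), with a column series term (0.61 and 1.00) and with both (0.56 and 0.91). TUBA1B was also called after quantile normalization (1.02) and without R20A day 0 replicate 1 (1.06) or R20C day 0 replicate 3 (1.06), and STMN1 without parental day 0 replicate 2 (0.89), parental day 4 replicate 1 (0.64) or R20A day 4 replicate 1 (0.64). Without parental day 0 replicate 1 the log2 fold change was lowest for both genes, at 0.30 for STMN1 and 0.77 for TUBA1B. The list did not pass without parental day 0 replicate 1 (0.0594) or replicate 2 (0.0688).

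Methionine, folate and serine genes, 19 of 35 above the filter, did not pass at day 0 (median -0.22, 5 of 19 higher, camera adjusted p = 0.0668), with 5 called over all genes and 5 adjusted over the list alone. They passed without R20A day 4 replicate 1 (0.0401). Chromatin and DNA methylation enzymes, 8 of 26 above the filter, did not pass in any contrast, the smallest camera adjusted p being 0.139 for UNC1999 in resistant cells. The fry test, adjusted over the same 20 tests, passed for interferon-stimulated genes at day 0 (adjusted p = 0.00764), HOX genes in resistant cells (0.0147), methionine genes at day 0 (0.00364) and chromatin enzymes after UNC1999 in resistant cells (0.00169), and not for the other 3 lists that camera called. With the inter-gene correlation estimated from the data, no list passed, the smallest adjusted p being 0.207.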

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

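The tests on CCL2, BST2 and a U6 pseudogene were chosen only after the difference was seen. The 3 resistant lines were compared with each other at day 0, and 3 genes differed between them, with 75 at an unadjusted p under 0.05. CCL2 (ENSG00000108691.5) was at 0.313 ± 0.111 FPKM in R20A (SD, n = 3), 1.89 ± 0.0418 in R20B (SD, n = 2) and 0.167 ± 0.0527 in R20C (SD, n = 3), with a limma adjusted p = 0.00816. BST2 (ENSG00000130303.8) was at 3.2 ± 0.922, 0.357 ± 0.0339 and 0.836 ± 0.501 FPKM, with a limma adjusted p = 0.0238. The U6 pseudogene (ENSG00000207457.1), of 107 bases, was listed at 0 in all day 0 libraries of R20A and R20B and was at 22.3 ± 18.2 FPKM in R20C, with a limma adjusted p = 0.0288.

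Of 100 drawn splits of the 8 day 0 libraries into groups of 3, 2 and 3, out of 280 possible, 36 gave as many genes, so the count of 3 is not beyond what other groupings of these libraries give. The highest count among the other splits was 4231 genes. Spread among the day 0 libraries alone was tested on the day 4 libraries, which did not enter the day 0 means. It is argued against for CCL2 and BST2: for 2 of these 2 genes the line highest at day 0 was also highest at day 4, at 0.297, 1.24 and 0.131 FPKM for CCL2 and 3.03, 0.405 and 0.752 for BST2 in R20A, R20B and R20C. For the U6 pseudogene, 0 resistant day 4 libraries had an FPKM above 0, which is what spread at day 0 would give, and it may be no more than that. A lasting difference between the lines in CCL2 and BST2 stays open as a hypothesis, as does any difference in culture or handling that followed the line at both days. The response to UNC1999 differed between the 3 lines for 0 genes, with 34 at an unadjusted p under 0.05.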

How the results depend on the processing

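Of the 1388 genes called between resistant and parental cells at day 0, 1359 were called again in the same direction with a pseudocount of 0.1, 1211 after quantile normalization, 1275 after median-of-ratios scaling, 1359 without an intensity trend and 1388 with a term for the column series. Of the 44 called after UNC1999 in resistant cells, 40, 31, 37, 43 and 43 were. The share of calls at day 0 that were higher in resistant cells moved from 59.2% to 50.4% after median-of-ratios scaling and to 44.5% with no filter. The lists of interferon-stimulated genes at day 0 and of interferon-stimulated and HOX genes after UNC1999 in resistant cells passed in all 23 fits that left out 1 library. Where no cause is given below, the cause was not tested.

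With a pseudocount of 0.1 the interferon list passed for the difference of the responses (0.0301). With no filter, 43150 genes were tested and counts rose. Resistant against parental cells gave 1399 higher and 1744 lower genes, UNC1999 in parental cells 30 and 12, UNC1999 in resistant cells 328 and 146, and the difference of the responses 18. R20A, R20B and R20C gave 1586, 1369 and 1807 genes at day 0 and 11, 36 and 26 after UNC1999, and 630 were lower in all 3 lines. The efflux and microtubule list no longer passed at day 0 (0.0649), the chromatin list passed after UNC1999 in resistant cells (0.000873) and the HOX list reversed for the difference of the responses (0.554).

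With a mean FPKM of at least 5, only 2729 genes were tested and counts fell with them. Resistant against parental cells gave 247 higher and 130 lower, UNC1999 in parental cells 0 higher, where 182 of the 8872 genes had an unadjusted p under 0.05, and UNC1999 in resistant cells 3 higher and 3 lower. R20A, R20B and R20C gave 162, 148 and 185 genes at day 0 and 0, 0 and 0 after UNC1999 (175, 245 and 340 of the 8872 genes had an unadjusted p under 0.05). In all 3 lines 77 were higher and 33 lower. The interferon list no longer passed at day 0 (0.899) or after UNC1999 in resistant cells (0.899), nor the efflux list at day 0 (0.437). The methionine list after UNC1999 in resistant cells (0.899) and, for the difference of the responses, the chromatin (0.91) and efflux (0.899) lists reversed. No HOX gene was left, so that list was not tested.

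Quantile normalization gave 12 lower genes after UNC1999 in resistant cells and reversed the chromatin list for the difference of the responses (0.959). Median-of-ratios scaling also reversed it (0.945), and the interferon list passed there for that difference (0.0444). Fits of only the groups compared, which have fewer samples, gave 1 lower gene for UNC1999 in parental cells, 48, 27 and 25 genes for R20A, R20B and R20C at day 0, 0 for UNC1999 in R20C (340 at an unadjusted p under 0.05 in the fit of all groups), and 4 higher and 5 lower in all 3 lines. The methionine list passed at day 0 (0.0344).

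With the inter-gene correlation estimated, no list passed: the interferon list gave 0.289 at day 0 and 0.289 after UNC1999 in resistant cells, the efflux list 0.508 at day 0, and the HOX list 0.289 in parental and 0.207 in resistant cells. With fry, the methionine list at day 0 (0.00364) and the chromatin list after UNC1999 in resistant cells (0.00169) passed, while the efflux list at day 0 (0.0757), the HOX list in parental cells (0.197) and the interferon list after UNC1999 in resistant cells (0.197) did not.

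The next alternatives were chosen after seeing the data. A term for the column series gave 1458 higher and 1067 lower genes at day 0, 68 and 54 after UNC1999 in resistant cells, 1456, 1242 and 1966 for R20A, R20B and R20C at day 0 and 7, 8 and 12 after UNC1999, and 617 higher and 420 lower in all 3 lines. The interferon list passed for the difference of the responses (0.0239), and the efflux list reversed there (0.201) and after UNC1999 in resistant cells (0.584).

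Removing the GC and length trend gave 1157 higher and 1065 lower genes at day 0, 1 higher for UNC1999 in parental cells, 138 and 100 after UNC1999 in resistant cells, 1368, 1370 and 1479 for R20A, R20B and R20C at day 0, 1 for UNC1999 in R20A and 1 in R20B, and 540 higher and 475 lower in all 3 lines. The chromatin list passed in parental cells after UNC1999 (0.0402) while the HOX list did not (0.0517), the efflux list reversed there (0.93), and the chromatin list reversed for the difference of the responses (0.707). With the column series term as well, day 0 gave 1761 higher and 1642 lower, UNC1999 in parental cells 1 lower, UNC1999 in resistant cells 272 and 163, and the difference of the responses 7. R20A, R20B and R20C gave 2337, 2125 and 2859 genes at day 0 and 8, 8 and 36 after UNC1999, with 922 higher and 843 lower in all 3 lines. The methionine list passed at day 0 (0.0342) and the chromatin list after UNC1999 in parental cells (0.0289). The efflux list after UNC1999 in resistant cells (0.939) and, for the difference of the responses, the chromatin (0.691) and efflux (0.956) lists reversed. Among protein-coding genes only, UNC1999 in R20C gave 3 genes and the interferon list passed for the difference of the responses (0.0253).

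In the 16 columns named by number alone, with 2 per group and 8360 genes tested, 383 genes were higher in resistant cells at day 0 and 382 lower, and 668 of the 1388 were called again in the same direction. UNC1999 in resistant cells gave 11 higher and 7 lower, with 14 of the 44 called again, and the difference of the responses gave 2 genes. R20A, R20B and R20C gave 284, 334 and 266 genes at day 0, with 85 higher and 94 lower in all 3 lines. UNC1999 gave 0 genes in R20B and 0 in R20C, with 251 and 253 at an unadjusted p under 0.05. The interferon list passed after UNC1999 in parental cells (0.021) and the chromatin list reversed at day 0 (0.878). Most counts fell, but the difference of the responses rose from 0 to 2 genes and UNC1999 in parental cells from 2 to 3. Fewer libraries can lower counts whether or not the columns left out are pooled, so the falls do not tell the 2 cases apart.

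Across the 23 fits that each left out 1 library, genes higher in resistant cells at day 0 ranged from 537 (without parental day 0 replicate 1) to 928. UNC1999 in parental cells ranged from 0 (without parental day 4 replicate 1) to 4 higher genes and from 0 to 1 lower gene (without parental day 0 replicate 1). UNC1999 in resistant cells ranged from 9 (without R20B day 0 replicate 2) to 36 (without R20A day 4 replicate 1) higher and from 5 (without R20B day 0 replicate 1) to 28 lower. At day 0, R20A ranged from 337 (without R20A day 0 replicate 3) to 831 and R20C from 376 (without R20C day 0 replicate 1) to 937. After UNC1999, R20A ranged from 0 (without R20A day 4 replicate 2) to 6, R20B from 0 (without R20B day 4 replicate 2) to 3, and R20C from 0 (without R20C day 4 replicate 2) to 7. Genes higher in all 3 lines ranged from 152 (without R20A day 0 replicate 3) to 346 and lower from 139 (without R20A day 0 replicate 2) to 250. Comparisons of R20B had 21 such fits, since none was made without a day 0 library of R20B.

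Adjusted p of the lists over these fits ran at day 0 from 0.0401 (without R20A day 4 replicate 1) to 0.148 for methionine, from 0.775 to 0.968 for chromatin and from 0.00577 to 0.0688 (without parental day 0 replicate 2) for efflux genes. For UNC1999 in parental cells they ran from 0.0239 (without parental day 4 replicate 1) to 0.807 for interferon, from 0.611 to 0.992 for methionine, from 0.146 to 0.915 for efflux and from 0.00732 to 0.148 (without parental day 0 replicate 3) for HOX genes. For the difference of the responses they ran from 0.00281 (without parental day 4 replicate 2) to 0.676 for interferon, from 0.673 to 0.999 for chromatin and from 0.337 to 0.992 for efflux genes.

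No fold change of a named gene reversed in any alternative. Over the genes and the fits that left out 1 library, 74 calls were lost and 10 gained. Over the other alternatives 26 were lost and 26 gained. No paired analysis was possible because the columns as a whole carry no replicate numbers of the samples, so the fit with that number as a block was not run. The numbers 46 to 59 occur only in tags of samples titled as replicate 3, but the other numbers occur in tags of more than 1 replicate, and columns named by line and day have none. The column series, of which 46 to 59 holds 1 library of each of the 8 groups, was fitted as a block, and its effect is given above as the column series term. Whether a series marks a shared batch is not stated. The depth of the libraries is unknown, so genes with low FPKM cannot be told from genes without expression.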

Other observations

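The tests chosen only after the result was seen were the GC, length and scaling checks on the counts of genes, the GC and length check on CCNG1, NUDCD2 and MAT2B, the test for a mislabelled library, and the condition that camera and fry both pass, each adjusted over 6 tests, for the lysosomal and sterol lists. The segment, the windows and these lists were themselves noticed in the data before they were tested on it.

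The count of genes that differ between resistant and parental cells at day 0 was set against other splits of the 11 libraries into 3 and 8. These splits treat libraries as independent, though the 8 resistant ones came from 3 lines. Of 100 drawn from 165 possible, 1 gave as many genes, the real one, with 1420 genes in this comparison of 2 groups against a median of 0 and a highest of 353 in the others. GC content and length are argued against as the whole cause, since 1241 of the 1388 genes were called again with that trend removed, and so is dominance by a few genes, since 1275 were after median-of-ratios scaling. The lists were less distinct: 11 of 100 splits gave as small a p for the interferon-stimulated genes and 30 of 100 for the efflux and microtubule genes, so other groupings of the libraries stay open for both. Within single lines, 1 of 10 splits for R20A and 2 of 10 for R20C gave as many genes, where 1 of 10 is the least that 3 against 3 libraries can give. The highest count in another split was 5 genes for R20A, against 48 for the real labels. For R20C it was 479, against 25 for the real labels.

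For UNC1999 in resistant cells, day labels were swapped within lines. Of 100 drawn swaps from 4000 possible, 2 gave as many genes, with 59 for the real labels, a median of 1 and a highest of 2857. As small a p was given by 4 of 100 for the interferon-stimulated genes and by 1 of 100 for the HOX genes. With the GC and length trend removed, 40 of the 44 genes were called again. What stays open is time in culture, which no day 4 library without UNC1999 separates from the inhibitor. For the difference of the responses, 50 of 100 swaps of the parental label gave as many genes at an unadjusted p under 0.05. With few libraries, 2 of 10 splits gave as many genes for UNC1999 in parental cells and 1 of 10 as small a p for their HOX genes. The count was 2 of 10 for R20A and 10 of 10 for R20C, where those 6 libraries alone gave 0 genes (340 at an unadjusted p under 0.05 in the fit of all groups). The highest count in another split of these R20C libraries was 619 genes.

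Several neighbouring genes were nearly absent from all resistant libraries. CCNG1 was at 2.82 ± 0.628 FPKM in parental cells (SD, n = 6) and at most 0.00251 in the 17 resistant libraries, NUDCD2 at 1.81 ± 0.398 and at most 0.00197, and MAT2B, of the methionine list, at 2.32 ± 0.524 and at most 0.00239. They lie on chromosome 5, and CCNG1 was listed at 0 in 14 of the 17. HMMR, which lies between them and was too low for the filter, was predicted to be low before it was looked at. It was at 0.264 ± 0.0511 in parental cells and at most 0.000975 in resistant cells, with 17 of 17 resistant libraries below every parental one. Failed estimates in single libraries are argued against by those 17 libraries. GC content and length are argued against, since 3 of CCNG1, NUDCD2 and MAT2B stayed lower with that trend removed. A candidate explanation is loss of a segment shared by the 3 lines, for which the value at HMMR is what was predicted (17 of 17). With such a shared loss the 3 lines may not be independent of each other, and their agreement at day 0 would count for less. No DNA was analysed here, and silencing of the segment was not tested.

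R20A day 4 replicate 1 lay near the parental libraries on the second principal component. A mislabelled parental sample is argued against, since 0 of CCNG1, NUDCD2 and MAT2B were in the parental range in this library. These genes were nearly absent from all 17 resistant libraries, so they cannot show a swap with another resistant line or day. What placed it there was not found.

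Runs of neighbouring genes moved together in resistant cells. Among 4796 windows of 15 neighbouring protein-coding genes, the 6 largest that did not overlap were examined, and each had a median log2 fold change in each of the 3 lines above the largest value in 100 shuffles of gene order (0.51). They ran from NEDD4 to PIF1 and from ARHGAP11A to KNSTRN on chromosome 15 (smallest line median 0.68 and 0.60), from SBDS to TMEM60 and from BAIAP2L1 to MCM7 on chromosome 7 (0.62 and 0.57), from NCR3LG1 to EIF3M on chromosome 11 (0.53) and from GFM2 to CCNH on chromosome 5 (0.52). Gene order by chance is argued against, as 0 shuffles gave as large a window. So is spread of the day 0 libraries alone, since 6 of the 6 moved the same way at day 4. GC content and length are argued against as well, since 6 of the 6 kept over 50% of their shift with that trend removed. Extra copies of these segments in the resistant lines may explain this, which no DNA data here can test, and shared regulation of neighbours stays open.

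After UNC1999 in resistant cells, NEU1 and other lysosomal genes drew attention, and a list of lysosomal genes without those seen was tested, with a list of sterol synthesis genes beside it. Each was tested in 3 contrasts, and p-values were adjusted over the 6 tests. The lysosomal list was higher (25 of 26 higher, median log2 fold change 0.19, camera adjusted p = 2.68e-10, fry adjusted p = 0.00121, and adjusted p = 0.00266 with an estimated correlation), and 1 of 100 swaps of day within lines gave as small a p, the real labels. GC content and length are argued against (camera adjusted p = 9.65e-14 with that trend removed), and with a column series term the adjusted p = 5.38e-13. A rise across lysosomal genes is consistent with these values, as a hypothesis, and time in culture stays open. In parental cells the list did not pass (13 of 26 higher, camera adjusted p = 0.945), though the difference between the responses was not tested for it. At day 0 it was lower in resistant cells (4 of 26 higher, camera adjusted p = 0.00212, fry adjusted p = 0.00301). With an estimated correlation it did not pass there (adjusted p = 0.14). The day 0 comparison uses the same resistant libraries with opposite sign. The sterol list had a camera adjusted p = 0.0328 after UNC1999 in resistant cells (median 0.06, 13 of 18 higher). With the GC and length trend removed, camera gave an adjusted p = 0.00803 (15 of 18 higher). Against this, fry gave an adjusted p = 0.401, an estimated correlation an adjusted p = 0.363, and camera with a column series term an adjusted p = 0.214. A change across sterol genes and no change cannot be told apart, because the tests part. In parental cells 17 of 18 sterol genes were higher after UNC1999 (camera adjusted p = 0.000377, fry adjusted p = 0.187), and at day 0 15 of 18 were higher in resistant cells (camera adjusted p = 0.00121, fry adjusted p = 0.00347, and adjusted p = 0.177 with an estimated correlation).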
